A study of Homo sapiens with 24 samples. Its data were reported in "TWEAK/Fn14 signalling driven super-enhancer reprogramming promotes pro-metastatic metabolic rewiring in triple-negative breast cancer" (2024).

How the data were processed

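RNA-seq was carried out on 4 human breast cancer cell lines, cultured with or without TWEAK. TWEAK (TNFSF12) is a TNF superfamily cytokine, and Fn14 (TNFRSF12A) is its receptor. MDA-MB-231 and Hs578T are triple-negative breast cancer (TNBC) lines, and MCF7 and CAMA1 are oestrogen receptor (ER)-positive lines. Per the labels, cells were seeded in medium with 10% serum for 24 h, starved in Opti-MEM for 8 h and given 10 ng/ml TWEAK for 48 h, renewed after 24 h. The study's methods give a higher dose for the ER-positive lines than the labels do. Dose and subtype therefore cannot be separated with certainty in any comparison between the pairs of lines.

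The authors extracted RNA, prepared libraries by a poly(A) workflow and sequenced them on a HiSeq X. They trimmed the reads with Trimmomatic, aligned them to hg38 with STAR, counted them per gene with featureCounts and tested them with DESeq2. The versions of these tools, the annotation release and the strand setting are not given in the sources used here, and the labels and the study's methods name different NEBNext Ultra II kits. Counts of genes that overlap another gene or have an antisense partner are therefore uncertain. TNFSF12, which overlaps its neighbour TNFSF13 through readthrough transcripts, is one of them. The same holds for genes with near-identical copies, here SAA1, CCL3, the CXCL chemokines, IFNL1, IFNL2, IFNL3, CST1, the HLA genes and the replication-dependent histones.

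The deposited values are whole-number counts per gene, not normalised, in one table of 64252 Ensembl gene identifiers and 24 libraries. Each column was assigned to its sample by its name. Of the identifiers, 56105 matched GENCODE release 44 (hg38), which supplied symbols, gene types and coordinates, and 8147 did not. Those unmatched held 0.329% of the counts. In all, 1136 identifiers carried a symbol already held by an identifier with at least as many counts, and these were left under their identifier. Total counts per library ran from 25.0 to 44.8 in units of 1e+06. Replicates of a group differed by more than sampling noise in every pair, with a chi-square per degree of freedom of 3.49 to 146, so each library was kept as 1 replicate.

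Libraries were grouped by the line and treatment in their labels, which gave 8 groups of 3. The study describes its replicates as independent and made on different days. Beyond that the labels do not say what a replicate number stands for, and p-values measure the spread between these samples. Counts were analysed with edgeR 4.0.16 in R 4.3.3, with TMM normalisation and filterByExpr at a minimum count of 10, which left 21391 genes. All 24 libraries entered one quasi-likelihood fit of group means with 16 residual degrees of freedom. The contrasts were TWEAK against untreated in each line and the difference between pairs of lines, which is the mean TWEAK effect in MDA-MB-231 and Hs578T minus that in MCF7 and CAMA1. Untreated levels were compared between the same pairs. Tests were two-sided, and genes passed at a Benjamini-Hochberg false discovery rate (FDR) of 0.1, the threshold of the study. Log2 fold changes were fitted with the default prior count of edgeR. The standard error (SE) was the absolute log2 fold change divided by the root of the F statistic. Expression levels (CPM, counts scaled to 1e+06 per library) used TMM-scaled library sizes, and log2 CPM a prior count of 2. An overlap of calls was set beside the number that independent lists would share.

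The design, the alternatives, the gene lists and the rule for naming genes were set before the data were examined. By that rule, the text names for each line the 10 largest positive and 10 largest negative log2 fold changes past FDR 0.1, provided that the higher group averaged at least 2 on the log2 CPM scale and the 3 TWEAK and 3 untreated libraries did not overlap. For the difference, it names the 10 largest of each sign with such a mean in at least 1 group. For the genes shared by both TNBC lines, it takes the 10 per direction with the largest smaller-of-both fold change. From each list it takes up to 4 members with the largest change past FDR 0.1, and it takes the genes the study followed in every line. For some genes of the difference, single-line values were added after they had been seen. Genes with clone-based names, and some others that met the rule, were left out after the results had been seen.

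The 29 lists were NF-κB factors and feedback targets, AP-1 and small MAF factors, the JNK and p38 pathway, TNF superfamily ligands and receptors, cytokines and chemokines, NAD biosynthesis, the methionine cycle and salvage, purine synthesis, pyrimidine and deoxynucleotide synthesis, matrix proteases and their inhibitors, mesenchymal and epithelial-mesenchymal transition (EMT) genes, epithelial junction and keratin genes, and oestrogen receptor and luminal genes. The others were integrins, filopodia and actin protrusion, interferon-stimulated genes, antigen presentation, mitotic and cell cycle genes, cholesterol synthesis and SREBF2 targets, ATF4 and the unfolded protein response, p53 targets, hypoxia and glycolysis, NRF2 targets, MYC and ribosome biogenesis, apoptosis regulators, fibroblast, endothelial and immune cell markers, mitochondrially encoded mRNAs, replication-dependent histones, and genes the study followed. The study chose NAMPT, ITGAV, KIF18A and NFKB2 with data that include these libraries, so the last list is not independent evidence. Lists were tested with camera (limma 3.58.1) at a correlation between genes of 0.01, with Benjamini-Hochberg adjustment over 145 tests. The same tests were made with a correlation estimated from the data and with fry, which asks whether a list's genes move, on balance, one way. A list passed the list test when its camera adjusted p was at or under 0.1.

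A gene at 0 counts in a group has its fold against a floor of 3 counts over the group, written as "at least". With 1 to 3 counts, the ratio of library-scaled counts has a 95% exact interval. Such intervals and floors cover counting error only. A list median given with bounds uses the floored fold for members at 0 counts in 1 group of a line. Members with 3 counts or fewer in both groups of the line, or of any line for the difference, were left out of it.

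The alternatives were DESeq2 1.42.0, RLE normalisation, no filter on low counts, a minimum count of 50, each line fitted alone, an FDR of 0.05, the replicate number within each line as a block, and leaving out each library in turn. After the data had been seen, 3 more were added. These removed the trend of each library on GC content and transcript length with cubic polynomials, combined that with the block, or left out 7 libraries that stood apart, which were picked by eye from the replicate pairs and the GC trends with no rule set beforehand. GC content was known for 20764 of the genes tested (97.1%). The trend was fitted to deviations from the mean over all libraries of a line, untreated and TWEAK together. Its removal therefore also takes out any TWEAK effect that follows GC content or length. The pairing of replicate numbers was checked by correlating, across 10717 genes, the deviations of same-numbered untreated and TWEAK libraries from their group means. The correlations were 0.407, 0.520 and 0.812 in Hs578T, 0.809, 0.892 and 0.407 in MCF7, and 0.650, 0.447 and 0.586 in CAMA1, so same-numbered libraries deviated alike there. Differently numbered libraries were not compared. A number that stood apart in both groups could give such correlations, so the check does not show that every number marks a pair. In MDA-MB-231 the numbers do not pair the libraries.

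The tests were checked on simulated counts for 20951 genes, of which 100 changed by 1 and 100 by 2 on the log2 scale. At a log2 change of 1, edgeR recovered 67% in MDA-MB-231, 76% in Hs578T, 72% in MCF7 and 73% in CAMA1. At 2 it recovered 99% to 100%. False calls made up 9.52% to 11.2% of its calls and 17.3% to 19.1% of those of DESeq2. A GC trend put in the same direction into the 3 untreated MDA-MB-231 libraries gave 2292 false calls over 20945 genes, and 12 once it was removed. The real untreated libraries of this line went both ways (correlation of their deviation with GC content -0.62, -0.67 and 0.75). The simulation therefore does not show how many false calls the real trends give. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used for tables and figures.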

Results

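Counts were collected for 24 libraries, 3 per group, from MDA-MB-231, Hs578T, MCF7 and CAMA1 cells with and without TWEAK. The study asked how transcription responds to lasting Fn14 activation across breast cancer subtypes. Of 21391 genes tested with edgeR, 1142 were higher and 2217 lower with TWEAK in MDA-MB-231, 1316 and 1803 in Hs578T, 2514 and 1724 in MCF7, and 4439 and 3411 in CAMA1, at an FDR of 0.1. The numbers of genes that passed are drawn for each line and for the difference between the pairs of lines.

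**Figure D1:**
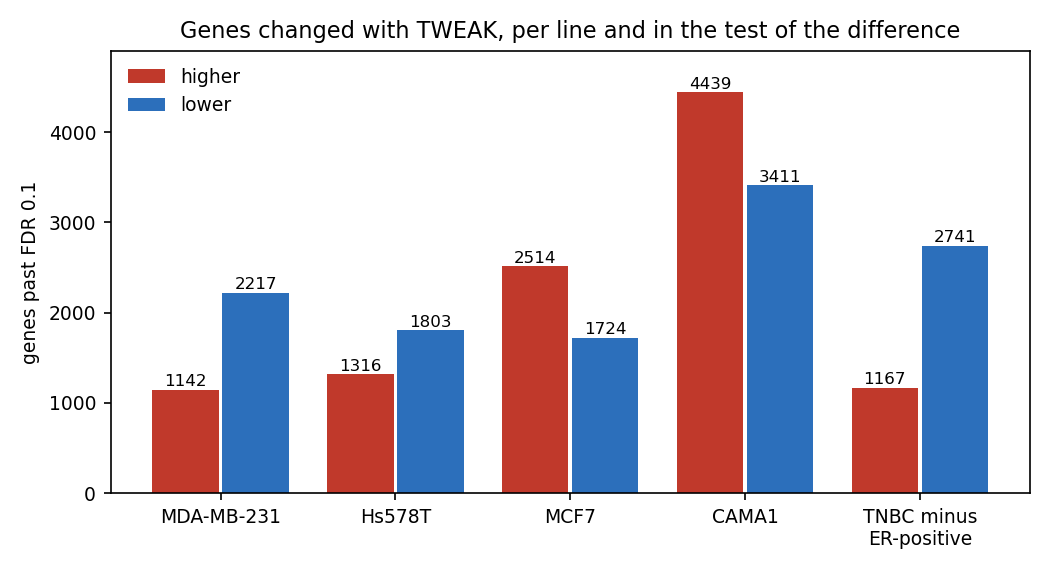
Genes higher and lower with TWEAK at an FDR of 0.1 (edgeR, n = 3 libraries per group) in each line and for the difference between the pairs of lines.

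In MDA-MB-231 cells, the largest increases with TWEAK included genes of secreted cytokines and chemokines and the protease gene MMP9. The gelatinase gene MMP9 (ENSG00000100985, chr20:46008908-46016561, hg38) rose 53.02-fold, from 0.16 ± 0.0417 to 8.69 ± 2.19 CPM (mean ± SD, n = 3, log2 fold change 5.73, SE 0.38, edgeR adjusted p = 1.0e-09). The cytokine IL24 (ENSG00000162892, chr1:206897443-206904139) rose 16.2-fold, from 7.15 ± 1.75 to 116 ± 5.33 CPM (log2 4.02, SE 0.23, adjusted p = 7.8e-11). The chemokines CXCL3 and CCL20, which draw in myeloid cells and lymphocytes, rose 17.3-fold and 17.1-fold, the interleukin subunit gene IL23A 15.4-fold and the acute-phase gene SAA1 16.1-fold. The pantetheinase gene VNN1 rose 29.0-fold, SERPINB2, which encodes an inhibitor of the plasminogen activators, 25.3-fold, the amino acid oxidase gene IL4I1 22.5-fold, and CEMIP, which encodes a hyaluronan-degrading protein, 14.5-fold.

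The genes that fell in MDA-MB-231 included an activin subunit gene, a BMP target and secreted mucin genes. INHBB, an activin subunit gene (ENSG00000163083, chr2:120346136-120351803), fell 14.3-fold, from 86.5 ± 17.2 to 6.03 ± 1.30 CPM (log2 -3.84, SE 0.27, edgeR adjusted p = 2.1e-09). ID1, a target of BMP signalling that holds back differentiation, fell 7.98-fold, and the transcription factor gene ATOH8 fell 15.0-fold. The mucin genes MUC5B and MUC5AC fell 14.5-fold and 9.40-fold, and the synaptotagmin genes SYT12 and SYT2 by 3.77 and 3.62 on the log2 scale. OLFML2A, SUSD2 and the serine protease gene PRSS22 fell by 2.95, 2.84 and 2.81.

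The counts in MDA-MB-231 depend on single libraries. Without untreated replicate 1 the genes higher numbered 1790, and without TWEAK replicate 1 they numbered 733. The genes lower with TWEAK in MDA-MB-231 numbered 1423 and 1364 without untreated replicates 2 and 3, and 1015, 1378 and 1178 without TWEAK replicates 1, 2 and 3. Log2 fold changes in MDA-MB-231 followed GC content (r = -0.43 over 10717 genes, which are not independent replicates), and 2074 genes were higher and 2493 lower once the trend of each library on GC content and length was removed. Without the 7 libraries that stood apart, 2532 were higher and 3140 lower. Without a filter on low counts the split was 1517 higher and 1521 lower, with the block, which does not pair these libraries, 3383 and 3966, and with the trend removed and the block 3768 and 3970.

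In Hs578T cells, TWEAK raised inflammatory genes, several from near absence, and MMP9, VNN1, CXCL3 and IL23A were among the largest increases here and in MDA-MB-231. MMP9 counts went from 3 to 1167 over the 3 libraries of each group, a ratio of 391 (95% counting interval 133 to 1898). The chemokine gene CCL3 went from 3 to 393 counts (ratio 132, interval 44.7 to 641). VNN1 rose 68.2-fold, CXCL3 44.3-fold, IL23A 38.1-fold and IL34, which encodes a ligand of the macrophage growth factor receptor CSF1R, 38.2-fold. SLAMF8, an immune receptor gene, rose 43.4-fold, the guanylate-binding protein gene GBP5 36.9-fold and the protease inhibitor gene CST1 36.4-fold (edgeR, FDR 0.1 for each).

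Among the genes that fell in Hs578T, the neuropeptide receptor gene VIPR1 fell 8.85-fold, from 26.3 ± 6.19 to 3.01 ± 1.31 CPM (mean ± SD, n = 3, edgeR adjusted p = 3.2e-08). The synaptotagmin gene SYT2 fell 10.9-fold, the secretory granule gene SCG2 8.88-fold, PRSS22 8.59-fold and the calcium-binding protein gene S100A2 7.68-fold. INHBB fell 6.87-fold, and the collagen gene COL14A1, the adhesion receptor gene ADGRF1, the transporter gene SLC47A1 and the ubiquitin ligase component ASB2 fell by 2.95, 2.93, 2.90 and 2.95 on the log2 scale. The genes lower with TWEAK in Hs578T numbered 1174, 1170 and 1097 without untreated replicate 3, TWEAK replicate 1 and TWEAK replicate 2. With the replicate number as a block, 2588 genes were higher and 3345 lower, and same-numbered libraries deviated alike in this line. Fitted alone, the line had 2060 genes higher, and there were 2110 with the trend removed, 2502 without the 7 libraries, and 3344 higher and 3853 lower with the trend removed and the block.

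In both TNBC lines, 662 genes were higher and 1182 lower with TWEAK, against 70.3 and 187 from independent calls (edgeR, FDR 0.1 in each line). MMP9, VNN1, CCL3 and GBP5 were among the largest shared increases, and GBP5 rose by 4.82 in MDA-MB-231 on the log2 scale. Chemokine and interleukin genes shared by both lines included CXCL3, IL23A and IL24, and the last rose 12.3-fold in Hs578T. SERPINB2 rose by 4.43 in Hs578T. INHBB, SYT2 and PRSS22, which encode an activin subunit, a synaptotagmin and a serine protease, were among the largest shared decreases. The genes lower with TWEAK in both TNBC lines numbered 701 and 726 without MDA-MB-231 TWEAK replicates 1 and 3, and 719 and 705 without Hs578T untreated replicate 3 and TWEAK replicate 2. With the block there were 1516 higher and 2241 lower in both, and one fit of the TNBC lines gave 1004 higher. Removing the trend gave 1292 higher, leaving out the 7 libraries 1604, and the trend removed with the block 2268 higher and 2421 lower.

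In MCF7 cells, TWEAK raised a broad antiviral and antigen presentation programme from low levels. OAS2, an antiviral synthetase gene (ENSG00000111335, chr12:112978395-113011723), rose 1114-fold, from 0.924 ± 0.463 to 1046 ± 207 CPM (mean ± SD, n = 3, log2 10.12, SE 0.32, edgeR adjusted p = 1.3e-16). IFIT1 and IFIT3, whose products bind viral RNA, rose 720-fold and 769-fold, the apoptosis factor XAF1 832-fold, and IFIT2 and the guanylate-binding protein gene GBP4 by 9.60 and 10.18 on the log2 scale. Interferon genes themselves rose: IFNB1 went from 1 to 928 counts (ratio 1076, 95% counting interval 193 to 42560) and IFNL1 from 3 to 2377 (ratio 919, interval 314 to 4460). HLA-DQA1, of the class II antigen-presenting complex, went from 0 to 752 counts, at least 291-fold. The lymphotoxin gene LTB rose with a ratio of 784 (interval 268 to 3805).

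The decreases in MCF7 were smaller. METTL7A, a methyltransferase gene (ENSG00000185432, chr12:50923472-50932510), fell 6.03-fold, from 18.4 ± 3.59 to 3.06 ± 0.642 CPM (mean ± SD, n = 3, log2 -2.59, SE 0.26, edgeR adjusted p = 5.2e-08). The prostaglandin receptor gene PTGER2, the fatty acid receptor gene FFAR2, the Wnt effector DAAM2 and the MYC partner CDCA7L fell by 2.31, 2.26, 2.29 and 2.23 on the log2 scale. The aconitase and iron regulator ACO1 fell 4.43-fold, the phospholipase gene PLCE1 4.09-fold, and the protocadherin gene PCDH10 and the protease gene MMP16 by 2.14 and 2.08. With the replicate number as a block, 3711 genes were lower, and 866 with MCF7 fitted alone. Same-numbered libraries deviated alike in this line. The genes lower numbered 2921 with the trend removed, 2595 without the 7 libraries, and 4624 with the trend removed and the block, where 4114 were higher.

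In CAMA1 cells, more genes changed than in any other line, and several of the largest increases started from 0 counts. SORCS1, a sorting receptor gene (ENSG00000108018, chr10:106573663-107164706), went from 0 to 2291 counts, at least 787-fold (edgeR, FDR 0.1). The neutrophil chemokine genes CXCL2 and CXCL3 went from 0 to 777 and 642 counts, at least 267-fold and 221-fold, and the homeobox gene HOXB9 from 0 to 672, at least 231-fold. VCAM1, the leukocyte adhesion gene, went from 2 to 3717 counts (ratio 1916, 95% counting interval 530 to 15830). The ratio was 2058 for the chemokine gene CXCL14 (interval 369 to 81320) and 1177 for the scavenger receptor gene MARCO (interval 325 to 9724). CD74, the class II invariant chain gene (ENSG00000019582, chr5:150401637-150412969), rose 822-fold, from 3.67 ± 0.324 to 3019 ± 580 CPM (mean ± SD, n = 3, log2 9.68, SE 0.47, adjusted p = 1.8e-13).

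The decreases in CAMA1 reached over 50-fold. VTCN1, which encodes the immune checkpoint ligand B7-H4 (ENSG00000134258, chr1:117143587-117210960), fell 56.5-fold, from 91.8 ± 21.7 to 1.59 ± 1.14 CPM (mean ± SD, n = 3, log2 -5.82, SE 0.43, edgeR adjusted p = 7.8e-10). CLCA2, a p53-inducible gene of the breast epithelium, fell 54.5-fold, the thyroid hormone-binding gene CRYM 44.7-fold and BCAS1, amplified in some breast tumours, 41.5-fold. The lipogenic gene THRSP fell by 4.93 on the log2 scale, the homeodomain gene HOPX 24.3-fold and the stress-response gene NDRG1 21.4-fold. With RLE normalisation 3789 genes were higher and 3925 lower in CAMA1, with DESeq2 3929 and 4076, and without a filter on low counts 3584 and 3854. The genes lower numbered 5127 without the 7 libraries and 5226 with the trend removed and the block.

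The difference between the pairs of lines passed for 1167 genes with a higher response in the TNBC lines and 2741 with a lower one (edgeR, FDR 0.1). MMP9 and IL24 responded more in the TNBC lines, and MMP9 rose by 2.36 in MCF7 and 3.72 in CAMA1 on the log2 scale. MMP9 counts per group went from 12 to 714 in MDA-MB-231 and 3 to 1167 in Hs578T. They went from 459 to 2030 in MCF7 and 64 to 830 in CAMA1, so the larger fold in the TNBC lines came with lower untreated counts. MTMR7, a phosphoinositide phosphatase gene, HS6ST3, which sulphates heparan chains, and the nucleotide receptor gene P2RY6 had differences of 3.47, 3.44 and 3.20 (adjusted p = 3.3e-09, 9.6e-11 and 3.2e-08). P2RY6 fell in CAMA1 (-3.29) and MCF7 (-0.97), and HS6ST3 and MTMR7 in CAMA1 (-2.77 and -0.68). The difference was also positive for the bicarbonate transporter gene SLC4A10 (adjusted p = 0.0802), the mesenchymal transcription factor FOXC2 (0.0566) and the actin organiser RFLNA (0.0146), none of which passed in either TNBC line. RFLNA fell in CAMA1 (-3.99, adjusted p = 1.2e-06) and SLC4A10 in MCF7 (-0.996, 0.0297). The class II genes CD74, HLA-DPA1 and HLA-DRA, the lymphotoxin LTB, the interferon IFNL1, the chemokine CX3CL1, the lectin LGALS9, the tetraspanin TSPAN11 and the cytochrome CYP4F12 had lower responses in the TNBC lines. The difference was -8.78 for CD74 and -7.48 for LGALS9.

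The call on SLC4A10 ended without MDA-MB-231 TWEAK replicate 1 (adjusted p = 0.136) or 3 (0.139), Hs578T TWEAK replicate 3 (0.109), or CAMA1 untreated replicate 1 (0.121) or 2 (0.125) or TWEAK replicate 3 (0.105), and without the 7 libraries (0.178). That on RFLNA ended without MDA-MB-231 TWEAK replicate 1 (0.140), that on FOXC2 without CAMA1 untreated replicate 3 (0.243), and that on TSPAN11 without Hs578T untreated replicate 1 (0.9999). SLC4A10 and FOXC2 did not pass at an FDR of 0.05. The fall of SLC4A10 in MCF7 did not pass without untreated replicate 2 (0.185) or TWEAK replicate 1 (0.104) or with the line fitted alone (0.135), nor that of MTMR7 in CAMA1 without untreated replicate 3 (0.107). With the block, 2639 genes had a higher and 4129 a lower response in the TNBC lines. Those with a higher response numbered 2086 with the trend removed and 2504 without the 7 libraries, and the trend removed with the block gave 3195 and 4428.

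The median log2 change of each list is drawn over all contrasts, and single members are drawn for 4 of the lists. Of 91 list tests that passed with camera, 41 held with an estimated correlation. Where brackets follow a count of members, they give first the number adjusted over the list alone and then the camera adjusted p.

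**Figure D2:**
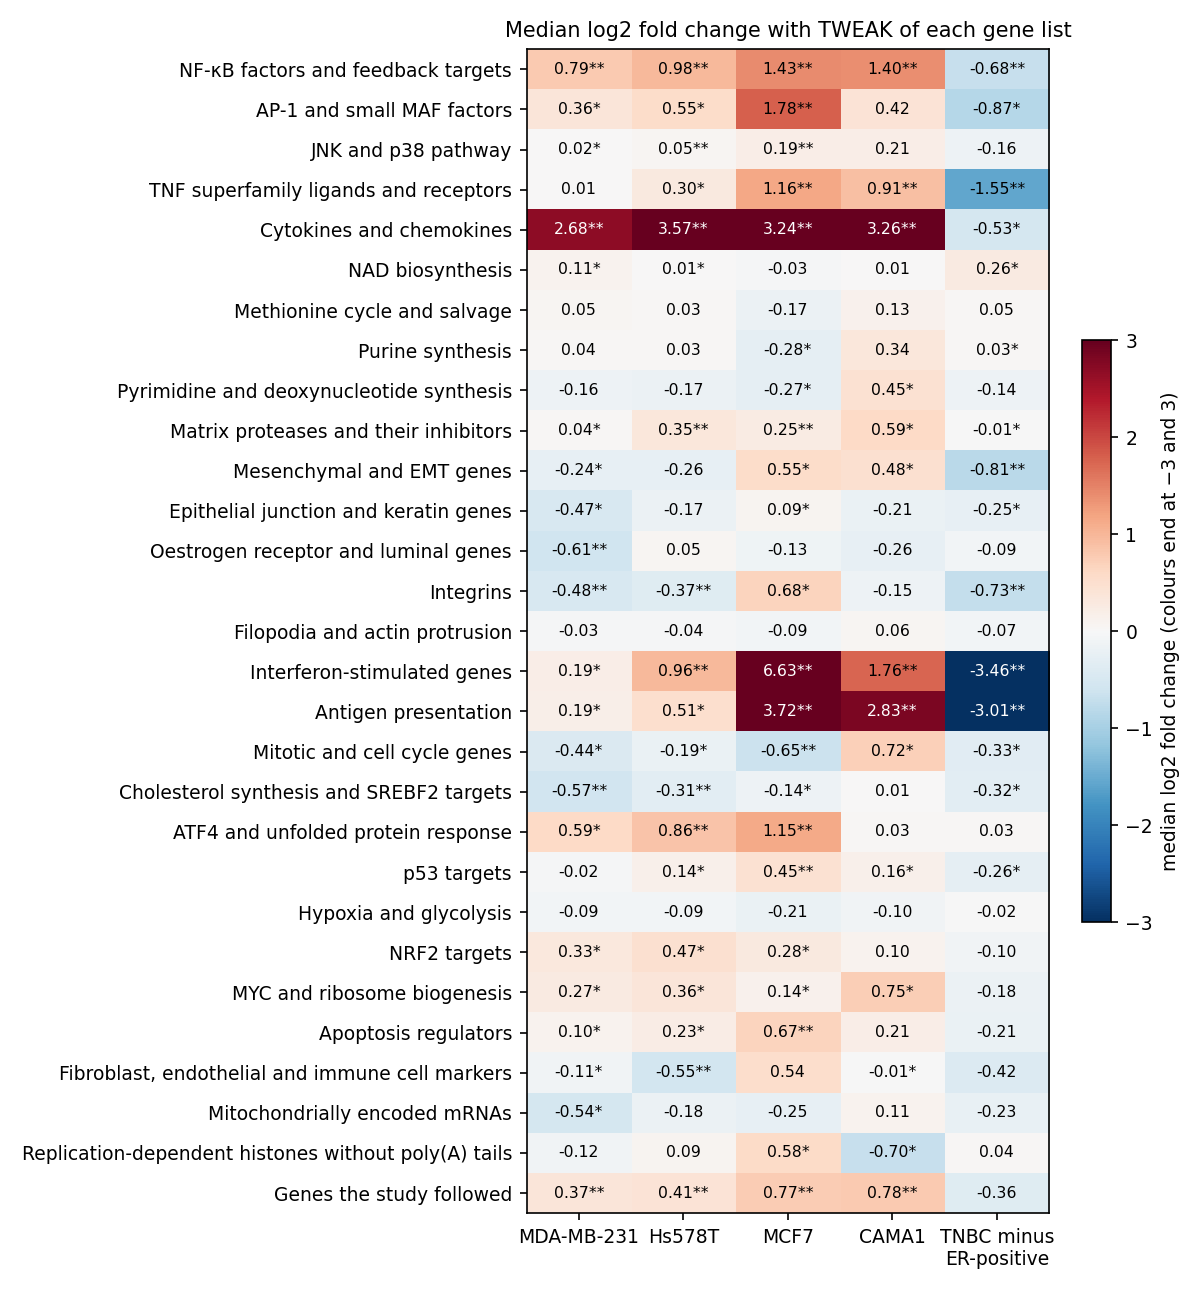
Median log2 change of the members of each list in each line and for the difference between the pairs of lines. One star marks lists that passed with camera at a fixed correlation, and 2 stars those that also passed with an estimated one.

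**Figure D3:**
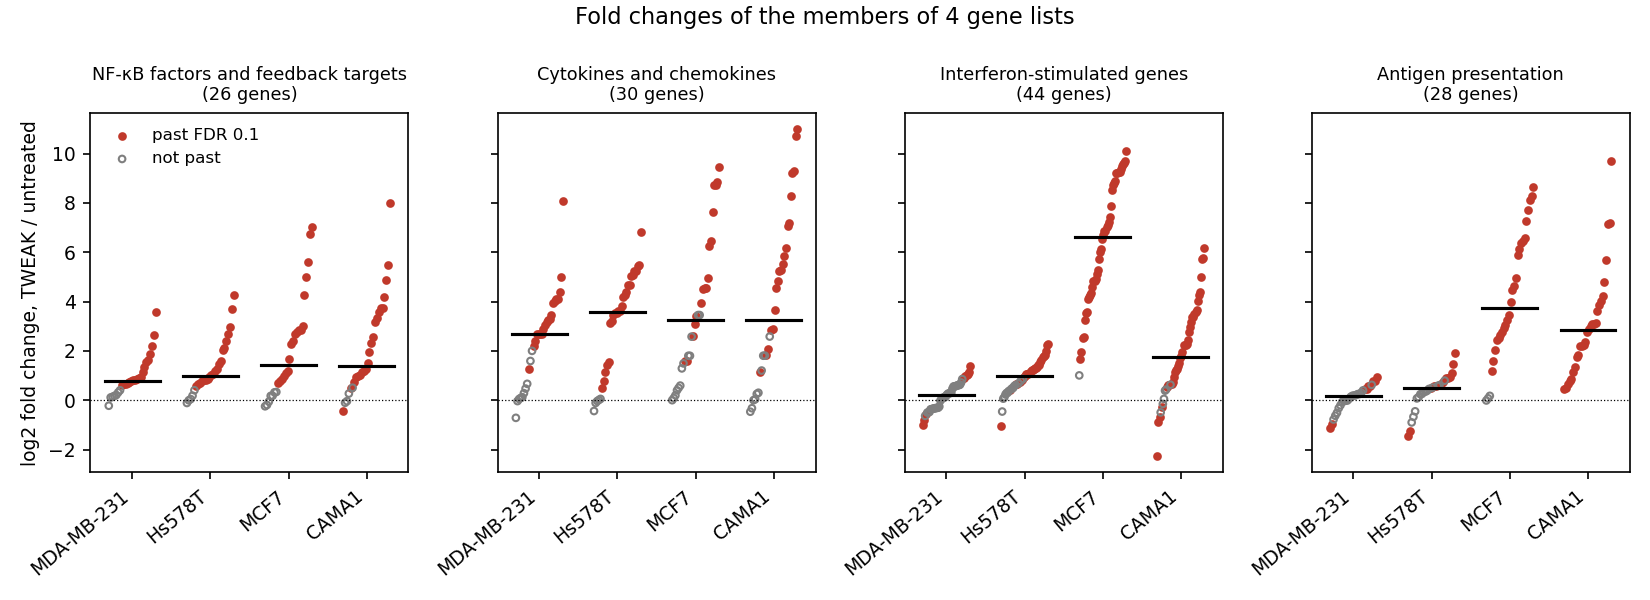
Log2 fold change of the members of 4 lists, with members past an FDR of 0.1 (edgeR) filled in red and the median as a bar.

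NF-κB factors and feedback targets, which carry and restrain the canonical and noncanonical pathways, rose in every line. Of 26 members, 19 were higher in MDA-MB-231, 21 in Hs578T, 19 in MCF7 and 21 in CAMA1, where 1 was lower (edgeR, 20, 22, 20 and 22 higher adjusted over the list alone), with median log2 changes of 0.79, 0.98, 1.43 and 1.40. The camera adjusted p was 1.5e-22, 1.2e-37, 7.5e-38 and 7.2e-27. The ubiquitin ligase gene BIRC3 (ENSG00000023445, chr11:102317484-102339403) rose 11.8-fold in MDA-MB-231 (19.9 ± 14.6 to 234 ± 20.8 CPM, mean ± SD, n = 3), 19.2-fold in Hs578T, 130-fold in MCF7 and 252-fold in CAMA1. The feedback inhibitor TNFAIP3 rose by 2.18, 2.69, 6.75 and 5.48, and the adhesion gene ICAM1 by 1.86, 2.95, 4.98 and 4.89. TRAF1 rose by 2.65 and 3.69 in the TNBC lines, and the noncanonical factor RELB by 5.61 in MCF7 and 4.18 in CAMA1. The response was lower in the TNBC lines for 13 members (14 adjusted over the list alone, median difference -0.68, camera adjusted p = 2.5e-12), among them TNFAIP3 (-3.68), RELB (-3.63) and BIRC3 (-3.59). These named members had lower untreated counts in the ER-positive lines, so the larger folds there came with a lower start. With TWEAK, BIRC3 reached 19527 and 23441 counts per group in MDA-MB-231 and Hs578T, against 3205 in MCF7 and 7783 in CAMA1. In the same order TNFAIP3 reached 3358, 5501, 4801 and 5074 counts, and RELB 9353, 10757, 7608 and 18159.

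Cytokines and chemokines, which recruit and activate immune cells, rose in every line. Of 30 members, 20 were higher in MDA-MB-231, 25 in Hs578T, 17 in MCF7 and 20 in CAMA1 (edgeR, 21, 25, 20 and 20 adjusted over the list alone). Median log2 changes were 2.68, 3.57, 3.24 and 3.26, and camera adjusted p was 9.5e-39, 1.6e-64, 2.5e-23 and 1.7e-17. With bounds the medians were 2.69, 3.57, 3.24 and 4.69, where 6 of the 30 members were left out in CAMA1 for low counts in both groups. The T cell chemokine gene CCL5 rose 462-fold in MCF7 and 633-fold in CAMA1, and CCL22 and CX3CL1 rose in MCF7, the latter with a ratio of 518 (95% counting interval 143 to 4288). Responses in the TNBC lines were lower for 10 members and higher for 2 (12 and 2 adjusted over the list alone, median difference -0.53, -1.22 with bounds, adjusted p = 2.4e-05, 0.129 with an estimated correlation), among them CCL5 (-5.02). IL24 did not pass in MCF7 (adjusted p = 0.175, 0.0555 with the block, 0.0910 with the trend removed too, 0.0982 without TWEAK replicate 2) or CAMA1 (0.784).

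TNF superfamily ligands and receptors, which relay death and survival signals, rose for 18 and fell for 1 of 28 members in MCF7 (20 and 1 adjusted over the list alone, camera adjusted p = 1.5e-12), and rose for 14 and fell for 1 in CAMA1 (17 and 3, 3.1e-08). In Hs578T 8 rose and 3 fell (9 and 4, adjusted p = 0.00734, 0.136 with an estimated correlation), and in MDA-MB-231 6 rose and 4 fell (8 and 8 adjusted over the list alone), with no call for the list. Median log2 changes in MDA-MB-231, Hs578T, MCF7 and CAMA1 were 0.01, 0.30, 1.16 and 0.91 (0.05, 0.33, 1.51 and 1.35 with bounds). In MDA-MB-231 and Hs578T no member had a bound, and the shift came from leaving out 2 and 1 members with low counts in both groups. TNFSF15 and TNFRSF9, which costimulate T cells, rose by 3.69 and 3.18 in MDA-MB-231 and by 3.87 and 4.44 in Hs578T. The death ligand gene TNFSF10 rose by 4.59 in MCF7, and TNFSF15 and the death receptor gene FAS by 7.15 and 5.73 in CAMA1, where LTB had a ratio of 809 (95% counting interval 276 to 3924). In the TNBC lines the response was lower for 16 members and higher for 1 (17 and 1 adjusted over the list alone, median -1.55, -1.66 with bounds, adjusted p = 2.0e-06).

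AP-1 and small MAF factors, which answer stress and growth signals, rose in MCF7 for 13 of 16 members (13 adjusted over the list alone, median log2 1.79, camera adjusted p = 2.4e-20), with BATF2 and ATF3 up by 8.90 and 5.25. In Hs578T 9 rose and 1 fell (10 and 1, adjusted p = 1.2e-04, 0.193 with an estimated correlation), among them ATF3 (1.52) and JUNB (1.51), and in MDA-MB-231 3 rose and 3 fell (6 and 3, 0.0529, 0.525 with an estimated correlation). In CAMA1 7 rose and 5 fell (7 and 5 adjusted over the list alone), with no call for the list. The response was lower in the TNBC lines for 11 members and higher for 1 (11 and 1, adjusted p = 1.8e-05, 0.167 with an estimated correlation). Of 28 JNK and p38 pathway genes, 10 rose and 4 fell in Hs578T (10 and 4 adjusted over the list alone, camera adjusted p = 0.0158) and 11 rose and 4 fell in MCF7 (12 and 5, 0.00791). In MDA-MB-231 8 rose and 3 fell (9 and 4, 0.0909, 0.186 with an estimated correlation and 0.110 at a minimum count of 50), and in CAMA1 9 rose and 6 fell (11 and 6), with no call for the list. The medians were near 0 in the TNBC lines (log2 0.02 and 0.05). DUSP1, which encodes a phosphatase that switches these kinases off, rose by 1.75 in Hs578T and 2.46 in MCF7, and GADD45A, an activator of the p38 route, rose by 2.19 in MCF7 and 3.798 in CAMA1, with a difference of -1.92.

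Interferon-stimulated genes, which block viral replication, rose in MCF7 for 43 of 44 members (44 adjusted over the list alone, median log2 6.63, camera adjusted p = 9.1e-241). They rose for 34 and fell for 4 in CAMA1 (36 and 4, median 1.76, 2.7e-12) and rose for 28 and fell for 1 in Hs578T (32 and 2, 0.96, 3.3e-19), where MX1 and USP18 rose by 2.22 and 2.01. In MDA-MB-231 7 rose and 3 fell (8 and 3, median 0.19, camera adjusted p = 0.0846, 0.587 with an estimated correlation, 0.107 with the line fitted alone, 0.137 with the trend removed and 0.110 at a minimum count of 50). There IFI44 rose by 1.08 and SAMD9 by 1.39 (edgeR adjusted p = 0.0406). The call on SAMD9 ended without untreated replicate 2 (0.145) or 3 (0.137) or TWEAK replicate 1 (0.128) or 3 (0.109), and with the line fitted alone (0.182). IFIT3 and IFI44 rose by 5.75 and 5.01 in CAMA1. The TNBC lines responded less for 42 members (43 adjusted over the list alone, median -3.46, adjusted p = 3.3e-127), with OAS2 at -6.37, IFIT3 at -6.83 and XAF1 at -6.48.

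Antigen presentation genes rose in MCF7 for 25 of 28 members (25 adjusted over the list alone, median log2 3.72, camera adjusted p = 3.8e-92) and in CAMA1 for 28 (28, 2.83, 2.8e-36). In Hs578T 11 rose and 2 fell (17 and 3, adjusted p = 5.4e-06, 0.278 with an estimated correlation), and in MDA-MB-231 7 rose and 2 fell (7 and 2, 0.0762, 0.683 with an estimated correlation). The invariant chain gene CD74 rose 400-fold in MCF7, the immunoproteasome gene PSMB9 by 8.11 on the log2 scale, and the class II gene HLA-DPA1 with a ratio of 386 (95% counting interval 106 to 3191). HLA-DPA1 and HLA-DRA rose 147-fold and 142-fold in CAMA1, and the peptide transporter gene TAP1 rose by 1.47 in Hs578T. For 25 members the response was lower in the TNBC lines (26 adjusted over the list alone, median -3.01, adjusted p = 5.7e-92). CD74 already stood at 30263 and 24542 counts per group in untreated MDA-MB-231 and Hs578T, against 76 in MCF7 and 379 in CAMA1. With TWEAK it reached 41448, 32430, 25948 and 296104 counts in the same order.

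The median NAD biosynthesis gene changed little in each line. With fry the list passed upward in MDA-MB-231 (adjusted p = 0.00417), Hs578T (0.00117), MCF7 (0.00656) and for the difference (0.00353), but not in CAMA1. Of 15 members, 4 rose and 1 fell in MDA-MB-231 (4 and 1 adjusted over the list alone, camera adjusted p = 0.0865, 0.176 with an estimated correlation and 0.225 at a minimum count of 50) and 2 rose and 1 fell in Hs578T (2 and 1, 0.0529, 0.115 with an estimated correlation and just over 0.1 with the block). In MCF7 5 rose and 1 fell (5 and 1) and in CAMA1 4 rose and 4 fell (4 and 4), with no call for the list in either. The difference was higher for 2 and lower for 3 (4 and 3, median 0.26, 0.31 with bounds, adjusted p = 0.0633, 0.140 with an estimated correlation). NAMPT, which encodes the rate-limiting enzyme of NAD salvage, and KYNU, of the kynurenine route, rose in both TNBC lines, KYNU by 2.19 and 2.54. KYNU rose by 1.34 in CAMA1 as well, with a difference of 1.29.

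Methionine cycle and salvage genes passed no list test with camera in any contrast. With fry the list passed upward in MDA-MB-231 (adjusted p = 0.0613), Hs578T (0.019) and for the difference (0.0249), but not in MCF7 or CAMA1. Of 19 members, 2 rose and 1 fell in MDA-MB-231 (2 and 1 adjusted over the list alone), 1 rose in Hs578T (1), 3 rose and 4 fell in MCF7 (5 and 6), and 4 rose and 2 fell in CAMA1 (4 and 2). CTH, which makes cysteine from cystathionine, rose by 1.10 and 1.35 in the TNBC lines, with a difference of 1.91, and the spermidine synthase gene SRM rose by 1.10 in CAMA1. Of 19 purine synthesis genes, 7 fell in MCF7 (8 adjusted over the list alone, camera adjusted p = 0.00641, 0.193 with an estimated correlation) and 8 rose and 3 fell in CAMA1 (12 and 3), with no call for the list in CAMA1 or the TNBC lines. The difference passed (adjusted p = 0.0865, 0.428 with an estimated correlation and 0.109 at a minimum count of 50). Of 19 pyrimidine and deoxynucleotide genes, 6 fell in MCF7 (8, adjusted p = 0.00204, 0.193 with an estimated correlation) and 11 rose in CAMA1 (13, 0.0244, 0.344 with an estimated correlation). Thymidylate synthase, TYMS, fell by 0.91 in MCF7 and rose by 1.11 in CAMA1, and the folate enzyme DHFR fell by 0.92 in MCF7.

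Cholesterol synthesis and SREBF2 targets fell in MDA-MB-231 for 17 of 25 members (20 adjusted over the list alone, median log2 -0.57, camera adjusted p = 3.3e-09) and in Hs578T for 8 (9, -0.31, 2.1e-04). In MCF7 6 fell and 1 rose (8 and 1, adjusted p = 0.0461, 0.344 with an estimated correlation), and in CAMA1 8 fell and 2 rose (9 and 2), with no call for the list. The sterol reductase gene TM7SF2 fell by 1.48 and 1.93 in the TNBC lines, and squalene synthase, FDFT1, by 0.94 in MDA-MB-231, with a difference of -1.19. Between the pairs of lines, 8 members had a lower difference and 1 a higher one (14 and 1 adjusted over the list alone, adjusted p = 0.0705, 0.397 with an estimated correlation and 0.101 with RLE normalisation).

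Mitotic and cell cycle genes moved in opposite directions in the ER-positive lines. Of 37 members, 26 fell in MCF7 (31 adjusted over the list alone, median log2 -0.65, camera adjusted p = 4.1e-10) and 26 rose in CAMA1 (27, 0.72, 1.3e-05, 0.176 with an estimated correlation). In MDA-MB-231 15 fell (19, adjusted p = 3.9e-05, 0.193 with an estimated correlation) and in Hs578T 4 (4, 0.0802, 0.586 with an estimated correlation and 0.110 at a minimum count of 50). The cyclin gene CCNB2 and the replication helicase genes MCM7 and MCM2 rose by 1.17, 0.996 and 0.96 in CAMA1. The transcription factor E2F1 and the mitotic kinase gene PLK1 fell by 0.94 and 0.82 in MCF7, and KIF20A and E2F1 by 0.86 and 0.81 in MDA-MB-231. The proliferation marker MKI67 fell by 1.02 in MCF7 (edgeR adjusted p = 0.0333), a call that ended without untreated replicate 2 (0.168) or TWEAK replicate 1 (0.123) and with the line fitted alone (0.175). A lower difference was found for 11 members (16 adjusted over the list alone, adjusted p = 0.0287, 0.501 with an estimated correlation).

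ATF4 and unfolded protein response genes, which answer amino acid and endoplasmic reticulum stress, rose in MDA-MB-231 for 15 of 26 members (20 adjusted over the list alone, camera adjusted p = 4.1e-10, 0.104 with an estimated correlation). They rose for 19 in Hs578T (21, 3.5e-20) and 19 in MCF7 (21, 1.7e-17), and in CAMA1 8 rose and 7 fell (8 and 9), with no call for the list there or for the difference. The stress cytokine GDF15, the death factor DDIT3 and the glutathione-degrading enzyme CHAC1 rose by 3.62, 3.18 and 3.04 in MCF7. The stress sensor ERN1 and the chaperone DNAJB9 rose by 1.01 and 1.20 in MDA-MB-231 and by 1.42 and 1.41 in Hs578T, with the chaperone HSPA5 up by 1.38 in the latter. MYC and ribosome biogenesis genes rose for 8 and fell for 1 of 30 in MDA-MB-231 (11 and 1 adjusted over the list alone, adjusted p = 1.4e-04, 0.223 with an estimated correlation), 8 in Hs578T (11, 1.7e-05, 0.186 with an estimated correlation), 7 in MCF7 with 1 lower (7 and 1, 0.0528, 0.545 with an estimated correlation) and 24 in CAMA1 with 1 lower (25 and 1, 1.5e-04, 0.211 with an estimated correlation). MYC rose by 1.07, 1.12 and 1.42 in MDA-MB-231, Hs578T and CAMA1, and its target ODC1, of polyamine synthesis, by 1.40 in CAMA1.

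p53 targets rose for 12 and fell for 2 of 26 members in MCF7 (15 and 2 adjusted over the list alone, camera adjusted p = 5.6e-05), with the death effectors PMAIP1 and BBC3 up by 3.60 and 2.75. In Hs578T 7 rose and 3 fell (7 and 3, 0.0571, 0.350 with an estimated correlation), and in MDA-MB-231 3 rose and 4 fell (5 and 5), with no call for the list. In CAMA1 8 rose and 5 fell (9 and 6, 0.0780), and this call ended with an estimated correlation (0.397), the block (0.255), no filter (0.207), a minimum count of 50 (0.116), the line fitted alone (0.204) and without the 7 libraries (0.140). The difference was lower for 7 (10, 0.00641, 0.188 with an estimated correlation), among them TP63 (-2.66) and PMAIP1 (-1.81). Apoptosis regulators rose in MCF7 for 15 of 27 (17, 1.4e-06), in MDA-MB-231 for 5 with 1 lower (6 and 2, 0.0124, 0.193 with an estimated correlation) and in Hs578T for 8 with 2 lower (9 and 5, 0.00791, 0.186 with an estimated correlation), and 7 rose and 5 fell in CAMA1 (7 and 6), with no call for the list.

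NRF2 targets, which protect against oxidants, rose for 8 and fell for 2 of 27 members in MDA-MB-231 (9 and 3 adjusted over the list alone, camera adjusted p = 0.00385, 0.344 with an estimated correlation), rose for 10 and fell for 2 in Hs578T (15 and 3, 1.5e-04, 0.203 with an estimated correlation), and rose for 9 and fell for 1 in MCF7 (13 and 2, 0.00734, 0.371 with an estimated correlation). In CAMA1 8 rose and 2 fell (8 and 2), with no call for the list. Hypoxia and glycolysis genes passed no list test with camera. Of 30 members, 1 rose and 5 fell in MDA-MB-231 (3 and 6 adjusted over the list alone), 2 rose and 5 fell in Hs578T (3 and 6), 4 rose and 2 fell in MCF7 (4 and 3), and 6 rose and 8 fell in CAMA1 (6 and 8), where NDRG1 fell.

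Matrix proteases and their inhibitors rose for 14 and fell for 3 of 30 members in Hs578T (15 and 3 adjusted over the list alone, camera adjusted p = 8.4e-09), and rose for 12 and fell for 1 in MCF7 (12 and 3, 2.5e-05). In MDA-MB-231 8 rose and 6 fell (12 and 8, 0.0218, 0.149 with an estimated correlation), and in CAMA1 10 rose and 3 fell (10 and 3, 0.0165, 0.128 with an estimated correlation and 0.123 with the block). The lysosomal protease gene CTSS and the plasminogen activator genes PLAUR and PLAU rose by 6.58, 3.75 and 2.81 in MCF7. MMP9 rose 13.2-fold and the metalloprotease inhibitor gene TIMP1 32.5-fold in CAMA1. For the difference 3 members were higher and 10 lower (4 and 12 adjusted over the list alone, median -0.01, -0.387 with bounds, 0.0628, 0.211 with an estimated correlation and 0.328 with the block).

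Mesenchymal and EMT genes, which build matrix and loosen epithelia, had a lower response in the TNBC lines as a list, while members moved both ways in most lines. Of 33 members, 9 fell and 5 rose in MDA-MB-231 (11 and 6 adjusted over the list alone, median log2 -0.24, camera adjusted p = 0.00839, 0.190 with an estimated correlation), while 12 rose in MCF7 (13, 0.55, 0.0117, 0.193 with an estimated correlation) and 15 rose and 5 fell in CAMA1 (16 and 5, 0.48, 0.88 with bounds, 0.00858, 0.193 with an estimated correlation). In Hs578T 8 fell and 5 rose (11 and 7), with no call for the list. Fibronectin, FN1, fell 3.97-fold in MDA-MB-231, and the matrix genes TGFBI and COL5A1 fell by 2.22 and 1.61 there and by 1.09 and 1.22 in Hs578T. COL5A1 and the collagen crosslinker LOXL2 rose by 2.34 and 2.30 in MCF7, and COL6A1 by 4.71 in CAMA1. The difference was lower in the TNBC lines for 14 members and higher for 2 (16 and 2 adjusted over the list alone, median -0.81, -0.82 with bounds, adjusted p = 1.3e-05), with FN1 at -3.20 and TGFBI at -3.07.

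Integrins, the receptors for matrix, fell in MDA-MB-231 for 5 of 19 members and rose for 2 (8 and 2 adjusted over the list alone, median log2 -0.48, camera adjusted p = 6.1e-04) and in Hs578T fell for 7 and rose for 2 (7 and 2, -0.37, 0.0154). In MCF7 7 rose and 1 fell (8 and 1, 0.68, 0.47 with bounds, 0.0865, 0.152 with an estimated correlation and 0.161 at a minimum count of 50), and in CAMA1 4 rose and 2 fell (4 and 2), with no call for the list. ITGA10, ITGB5 and the hemidesmosome gene ITGB4 fell by 2.07, 1.78 and 1.61 in MDA-MB-231 and by 1.39, 1.25 and 1.66 in Hs578T, where the collagen receptor gene ITGA2 rose by 1.23. ITGB8, an activator of TGF-β, and the fibronectin receptor gene ITGA5 rose by 7.84 and 6.004 in CAMA1. The difference was lower for 6 members and higher for 1 (7 and 1 adjusted over the list alone, median -0.73, -0.50 with bounds, adjusted p = 2.9e-04), with ITGB8 at -6.29 and ITGA5 at -3.74.

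Oestrogen receptor and luminal genes fell in MDA-MB-231 for 12 of 31 members (13 adjusted over the list alone, median log2 -0.61, -0.48 with bounds, camera adjusted p = 1.3e-04), with the secreted factor TFF3 down by 2.32 and IGFBP4 3.23-fold. IGFBP4 fell by 1.69 in Hs578T, and 9 members fell and 1 rose there (9 and 1). In MCF7 7 rose and 5 fell (8 and 7), and in CAMA1 8 rose and 14 fell (8 and 14), with no call for the list in these lines. The receptor kinase gene RET and the chemokine CXCL12 rose by 3.94 and 3.98 in CAMA1. Epithelial junction and keratin genes fell for 11 and rose for 1 of 28 in MDA-MB-231 (11 and 2 adjusted over the list alone, adjusted p = 0.00321, 0.270 with an estimated correlation) and rose for 7 in MCF7 (7, 0.0345, 0.428 with an estimated correlation). In Hs578T 4 rose and 6 fell (4 and 6), and in CAMA1 3 rose and 6 fell (3 and 6), with no call for the list, and the difference was lower for 9 and higher for 2 (10 and 2, 0.0389, 0.436 with an estimated correlation). Filopodia and actin protrusion genes passed no list test with camera. Of 35 members 10 rose and 9 fell in CAMA1 (10 and 10 adjusted over the list alone), against 1 and 4 in MDA-MB-231, 1 and 2 in Hs578T and 3 and 1 in MCF7 (the same adjusted over the list alone). With fry this list passed downward in MDA-MB-231 (adjusted p = 0.0125), Hs578T (0.0912) and for the difference (2.5e-05), and upward in CAMA1 (3.4e-06).

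The remaining lists served as checks on the libraries. Fibroblast, endothelial and immune cell markers fell in Hs578T for 8 of 21 members (9 adjusted over the list alone, camera adjusted p = 5.6e-04), with the smooth muscle actin gene ACTA2 down by 2.02, and in MDA-MB-231 for 5 (5, 0.0909, 0.317 with an estimated correlation). In CAMA1 7 fell (5, 0.0889, 0.311 with an estimated correlation, 0.133 with RLE normalisation and 0.105 with the block), and in MCF7 5 rose and 1 fell (5 and 2), with no call for the list. Mitochondrially encoded mRNAs passed in MDA-MB-231, where 3 of 13 fell (3 adjusted over the list alone, 0.0115, 0.545 with an estimated correlation). Replication-dependent histones, which lack poly(A) tails, rose for 7 of 16 in MCF7 (8, 0.0535, 0.545 with an estimated correlation and 0.140 at a minimum count of 50). They fell for 8 and rose for 1 in CAMA1 (8 and 1, 0.0823, 0.586 with an estimated correlation and 0.105 at a minimum count of 50), with H4C8 and H2AC6 each down by 1.43.

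The study followed NAMPT as a TNBC response to TWEAK. NAMPT (ENSG00000105835, chr7:106248298-106285966) rose 3.39-fold in MDA-MB-231, from 179 ± 70.5 to 609 ± 82.4 CPM (mean ± SD, n = 3, log2 1.76, SE 0.28, edgeR adjusted p = 1.2e-04). In Hs578T it rose 3.20-fold, from 165 ± 11.3 to 527 ± 81.1 CPM (log2 1.68, SE 0.28, adjusted p = 1.8e-04). It rose 1.81-fold in MCF7 (adjusted p = 0.0335), a call that ended without untreated replicate 1 (0.148) or TWEAK replicate 2 (0.165), and fell 1.97-fold in CAMA1, from 115 ± 37.5 to 58.6 ± 14.8 CPM (adjusted p = 0.00791). The difference between the pairs of lines was 1.78 (SE 0.27, adjusted p = 3.6e-05). Levels of NAMPT, NFKB2, TNFRSF12A and MAFG are drawn for each library.

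**Figure D4:**
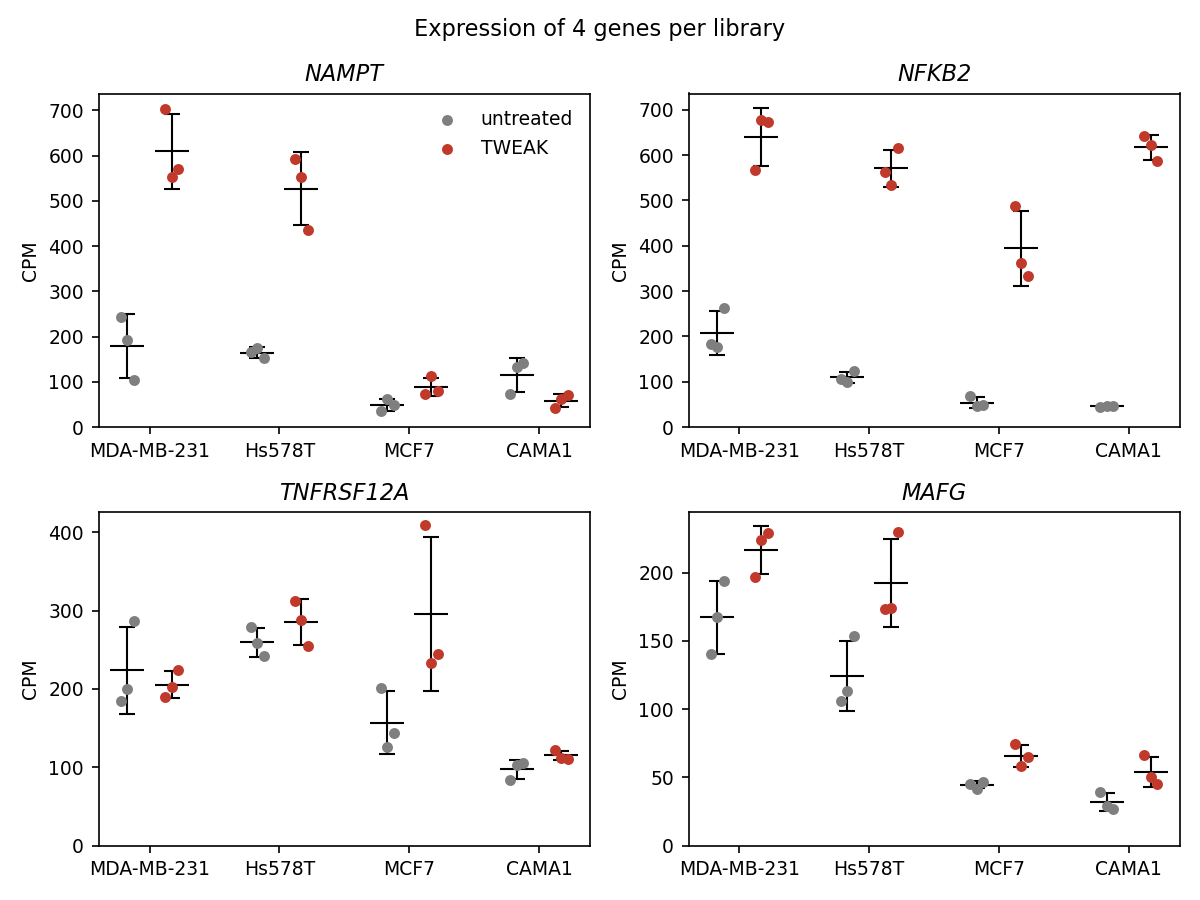
CPM of NAMPT, NFKB2, TNFRSF12A and MAFG in each library of the 4 lines, untreated and with TWEAK. Bars give the mean ± SD of 3 libraries.

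NFKB2, which encodes the p100 precursor of noncanonical NF-κB (ENSG00000077150, chr10:102394110-102402524), rose in every line, by 1.62, 2.38, 2.86 and 3.73 on the log2 scale in MDA-MB-231, Hs578T, MCF7 and CAMA1 (edgeR adjusted p = 8.2e-07, 3.0e-09, 1.4e-11 and 3.5e-13). In CAMA1 it went from 46.4 ± 1.05 to 617 ± 27.1 CPM (mean ± SD, n = 3), and the difference was -1.29 (adjusted p = 3.9e-06). RELA rose in MCF7 (log2 0.68, adjusted p = 0.0122), a call that ended without untreated replicate 3 (0.103) or TWEAK replicate 1 (0.145) and with the line fitted alone (0.111). RELA did not pass in Hs578T (adjusted p = 0.191, 0.00282 with the block), CAMA1 (0.297, 0.0209 with the block), MDA-MB-231 (0.619) or for the difference (0.633). With the trend removed it passed in MDA-MB-231 (0.00927), Hs578T (0.00416) and CAMA1 (0.0841), and the block added to this gave 5.2e-05, 1.6e-05 and 0.00336. It also passed with Hs578T (0.0254) or CAMA1 (0.0543) fitted alone, and without the 7 libraries in MDA-MB-231 (0.00501) and Hs578T (0.00745).

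The Fn14 gene TNFRSF12A (ENSG00000006327, chr16:3018445-3022383) rose 1.88-fold in MCF7 (log2 0.91, SE 0.20, edgeR adjusted p = 0.00203), from 157 ± 39.6 to 296 ± 98.7 CPM (mean ± SD, n = 3). It did not pass in MDA-MB-231 (0.766), Hs578T (0.795) or CAMA1 (0.406, 0.0574 with the block and 0.0391 with the trend removed too). The difference of -0.57 (0.0565) did not pass at an FDR of 0.05. It ended without any of 5 MDA-MB-231 libraries (untreated 2 and 3, TWEAK 1, 2 and 3), 5 Hs578T libraries (untreated 1, 2 and 3, TWEAK 2 and 3), MCF7 untreated 2 and 3 and TWEAK 1, or CAMA1 TWEAK 1 and 2, with adjusted p from 0.108 to 0.250. The ligand gene TNFSF12 (ENSG00000239697, chr17:7548508-7557890) fell in MDA-MB-231, from 10.8 ± 2.26 to 6.30 ± 0.680 CPM (log2 -0.78, SE 0.23, adjusted p = 0.0271), a call that ended without untreated replicate 3 (0.146) or TWEAK replicate 1 (0.189) or 3 (0.120). TNFSF12 did not pass in Hs578T (0.214, 0.0470 with the block, 0.0919 with DESeq2, 0.0665 with the line fitted alone, 0.0830 with the trend removed, 0.0147 with the trend removed and the block, and 0.0446 without the 7 libraries) and had 1 or 2 counts per group in MCF7 and CAMA1.

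MAFG, a small MAF partner of NRF2 and AP-1 (ENSG00000197063, chr17:81918270-81927735), rose in Hs578T (log2 0.63, edgeR adjusted p = 0.0206), MCF7 (0.56, 0.0337) and CAMA1 (0.76, 0.00206), and did not pass in MDA-MB-231 (adjusted p = 0.198). There MAFG passed with the line fitted alone (0.0725), the block (0.00192), the trend removed (8.2e-04), both of these (9.6e-06) and without the 7 libraries (0.00141). The Hs578T call ended without untreated replicate 1 (0.138) or 2 (0.112) or TWEAK replicate 3 (0.121), and the MCF7 call without untreated replicate 2 (0.109) or 3 (0.102) or TWEAK replicate 1 (0.181). The integrin gene ITGAV rose in MCF7 (1.32, adjusted p = 0.0228, 0.189 without TWEAK replicate 2), CAMA1 (1.22, 0.0206) and MDA-MB-231 (1.04, 0.0939).

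The ITGAV call in MDA-MB-231 ended without untreated replicate 2 (edgeR adjusted p = 0.145) or 3 (0.324) or TWEAK replicate 1 (0.268), 2 (0.148) or 3 (0.105), with the line fitted alone (0.144) and at an FDR of 0.05. ITGAV did not pass in Hs578T (0.617, 0.0598 with the block, 0.0120 with the trend removed and 7.6e-04 with both) or for the difference (0.446, 0.0383 with the block, 8.7e-07 with the trend removed, 3.8e-08 with both and 0.0511 without the 7 libraries). The mitotic kinesin gene KIF18A rose in CAMA1 (log2 1.17, adjusted p = 0.0736), a call that ended at an FDR of 0.05 and without untreated replicate 1 (0.149), 2 (0.151) or 3 (0.146) or TWEAK replicate 2 (0.210) or 3 (0.233). It did not pass in MDA-MB-231 (0.707, 0.0134 without untreated replicate 1 and 0.0910 with the block), Hs578T (adjusted p = 1), MCF7 (0.495) or for the difference (0.9999). As a list, the 8 genes the study followed passed in MDA-MB-231, Hs578T, MCF7 and CAMA1 (camera adjusted p = 0.00302, 1.5e-04, 8.1e-04 and 0.0331), with 3, 3, 6 and 4 higher (4, 4, 6 and 4 adjusted over the list alone) and 1 lower in MDA-MB-231 and in CAMA1.

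In untreated cells, 6 of these genes differed between the pairs of lines, all with a higher mean over the TNBC pair (edgeR, n = 3 per line). TNFRSF12A stood at 224 and 260 CPM in MDA-MB-231 and Hs578T against 157 and 97.5 in MCF7 and CAMA1 (log2 0.96, SE 0.14, adjusted p = 1.9e-06). MAFG stood at 167 ± 26.7 and 124 ± 25.5 CPM (mean ± SD) against 44.6 ± 2.44 and 31.8 ± 6.68 (log2 1.94, SE 0.13, adjusted p = 2.7e-12). NAMPT (log2 1.19, adjusted p = 7.6e-06), NFKB2 (1.59, 3.2e-11) and RELA (0.50, 0.00159) were higher in the mean of the pair too. RELA stood at 215 and 174 CPM against 100 in MCF7 and 187 in CAMA1, so CAMA1 lay above Hs578T. Single NAMPT libraries overlapped, with 104 CPM in MDA-MB-231 replicate 3 against 132.5 and 141.5 in CAMA1 replicates 2 and 3. TNFSF12 stood at 10.8 and 11.5 CPM against 1 count in each ER-positive line (adjusted p = 4.0e-18). ITGAV (adjusted p = 0.944) and KIF18A (0.499) did not pass.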

Values the study reported

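The study called differential expression at an FDR of 0.1 or lower. For TNBC cell lines it reported 220 genes up and 118 down that moved the same way in basal-like tumours. These counts depend on tumour data not analysed here and are not comparable with the counts in the report. Its methods give a TWEAK dose of 10 ng/ml for TNBC lines and 30 ng/ml for ER-positive lines.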

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

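The tests of TNBC RNA as the source of the interferon-stimulated transcripts, of markers of other cells, of interferon ligands and of single libraries behind NAMPT were chosen after the results had been seen, as was the removal of the GC and length trend.

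Responses that differed between the pairs of lines are given as log2 differences, TNBC minus ER-positive (edgeR, FDR 0.1). A positive difference can come from a rise in the TNBC lines or a fall in the ER-positive ones. It was positive for SLC4A10 (4.06), MMP9 (4.04), FOXC2 (3.72), MTMR7 (3.47), IL24 (3.44), HS6ST3 (3.44), P2RY6 (3.20), RFLNA (3.20), CTH (1.91), NAMPT (1.78) and KYNU (1.29). Of these, SLC4A10, FOXC2 and RFLNA passed in neither TNBC line and P2RY6 did not pass in MDA-MB-231, while RFLNA and P2RY6 fell in CAMA1 (-3.99 and -3.29) and SLC4A10 in MCF7 (-0.996). The difference was negative for TSPAN11 (-9.08), CD74 (-8.78), HLA-DPA1 (-8.54), HLA-DRA (-8.28), CYP4F12 (-8.00), LTB (-7.80), IFNL1 (-7.78), CX3CL1 (-7.68) and LGALS9 (-7.48). The sizes for SLC4A10, MMP9, FOXC2, TSPAN11, HLA-DPA1, HLA-DRA, CYP4F12, LTB, IFNL1, CX3CL1 and XAF1 depend on the prior count, since each has at least 1 group with 3 counts or fewer.

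Members of the lists that differed were the antiviral genes IFIT3 (-6.83), XAF1 (-6.48) and OAS2 (-6.37), the integrin genes ITGB8 (-6.29) and ITGA5 (-3.74), the chemokine CCL5 (-5.02) and the NF-κB targets TNFAIP3 (-3.68), RELB (-3.63) and BIRC3 (-3.59). The matrix genes FN1 (-3.20) and TGFBI (-3.07), TP63 (-2.66) and PMAIP1 (-1.81) of the p53 target list, ATF3 (-2.52), GADD45A (-1.92), NFKB2 (-1.29), FDFT1 (-1.19) and TNFRSF12A (-0.57) differed too.

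By list, the median log2 difference was -3.46 for interferon-stimulated genes, -3.01 for antigen presentation and -1.55 for TNF superfamily genes (-1.66 with bounds) (camera, FDR 0.1). For AP-1 factors it was -0.87, for EMT genes -0.81, for integrins -0.73 (-0.50 with bounds), for NF-κB factors -0.68 and for cytokines -0.53 (-1.22 with bounds). It was -0.33 for mitotic genes, -0.32 for cholesterol synthesis, -0.26 for p53 targets, -0.25 for epithelial genes, 0.26 for NAD biosynthesis (0.31 with bounds), 0.0344 for purine synthesis and -0.00996 for matrix proteases (-0.387 with bounds). Of these, the calls on AP-1 factors, cytokines, NAD and purine synthesis, proteases, epithelial and mitotic genes, cholesterol synthesis and p53 targets ended with an estimated correlation. Untreated level and subtype differ together between the pairs of lines, and these data do not separate them. Whether the TWEAK dose differed too is unresolved, as the labels and the study's methods disagree.

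Interferon-stimulated genes rose more in the ER-positive lines, from a median of 2.25 to 189 CPM in MCF7 and 1.67 to 5.87 in CAMA1, against 22.9 to 27.8 in MDA-MB-231 and 25.1 to 55.5 in Hs578T, so the level in CAMA1 stayed under that of the untreated TNBC lines. Genes abundant in the TNBC lines and near absent from the untreated ER-positive line changed by a median log2 of 0.47 in MCF7 and 1.36 in CAMA1. Of the bounds set before this result was seen, CAMA1 met that for TNBC cells in the libraries (1 or more) while MCF7 stayed under the 0.5 that both lines needed to exclude them. The abundant genes reached 0.216% and 0.221% of their TNBC level, against 363% and 8.95% for the interferon-stimulated genes, which argues against RNA of the TNBC lines as the source of those transcripts in both lines. Whether a trace of such cells was present in CAMA1 cannot be told apart from a TWEAK effect, because these genes start near 0 and TWEAK itself could raise them.

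Among markers of other cells behind the interferon-stimulated genes, the immune, endothelial and blood genes PTPRC, CD3E, LYZ, PECAM1 and HBB stood at 0.665 CPM or less in every MCF7 TWEAK library (against a bound, set afterwards, of 0.1 of the interferon-stimulated median). They stood at 0.277 CPM or less in CAMA1, so such cells are an unlikely source of transcripts at a median of 189 and 5.87 CPM, though setting these markers apart from the collagens was chosen after their values were seen. The highest marker in MCF7 was the collagen gene COL3A1 at 107 CPM (139 CPM untreated), but no collagen gene was called higher there, and COL1A1 and COL1A2 reached 12.7 and 2.42 CPM, which argues against fibroblasts as the source in MCF7. In CAMA1 COL1A1 reached 5.88 CPM, no lower than the interferon-stimulated median, so the bound of 0.1 of that median was not met. COL1A2, however, stood at 0 CPM in every CAMA1 TWEAK library. COL1A1 and COL3A1 fell there (log2 -1.67 and -1.24), and no collagen gene was called higher. The highest COL3A1 level in CAMA1 was 745 CPM with TWEAK and 1571 CPM untreated, so its level alone does not mark added fibroblasts. These values argue against fibroblasts as the source in CAMA1 too. The bound, however, left this undecided, and this reading was made after the values had been seen.

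The higher response of interferon-stimulated genes in the ER-positive lines stayed for 42 of 42 genes with the GC and length trend removed, so that trend is unlikely to be the cause. Of 4 ligand genes, 3 (IFNL1, IFNL2 and IFNL3) were higher with TWEAK in both ER-positive lines (edgeR, FDR 0.1). In MCF7, IFNL1 reached 23.7 and IFNB1 9.25 CPM, so secreted interferon could drive the antiviral programme there, which protein data or receptor blockade would test. In CAMA1, IFNL1 reached 0.220 CPM. The calls there rest on few counts per group, from 0 to 22 for IFNL1, 1 to 11 for IFNL2 and 0 to 10 for IFNL3. IFNB1 (0 to 5 counts) did not pass in CAMA1 (edgeR adjusted p = 0.212). The IFNL genes are near-identical copies, so their calls are not separate evidence.

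The rise of NAMPT in both TNBC lines, which the study followed, could in part come from the GC and length trend in MDA-MB-231. With the trend removed, the log2 fold change there was 1.26 (SE 0.12, edgeR adjusted p = 5.8e-08), against 1.76 (SE 0.28), and in Hs578T 1.65 against 1.68. The removal also takes out any TWEAK effect that follows GC content or length, so the drop does not show that this part was an artefact. The smallest value with 1 of the 12 libraries left out was 1.49, without MDA-MB-231 untreated replicate 3 (adjusted p = 5.1e-04). Both tests argue against the trend or a single library as the whole cause.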

How the results depend on the processing

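DESeq2, RLE normalisation, no filter, a minimum count of 50 and an FDR of 0.05 kept every count of genes within 1.5 times the value reported, and the cause of the changes below was not tested. The untreated levels kept 6 genes called with DESeq2, RLE, no filter and a minimum count of 50, the settings run for them. Of 274 gene results, all kept their call with RLE and a minimum count of 50. An FDR of 0.05 ended 5 calls, and fitting each line alone ended 5. The difference was not run with lines fitted alone.

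With the replicate number as a block, 3383 genes were higher and 3966 lower in MDA-MB-231, 2588 and 3345 in Hs578T, 3711 lower in MCF7, 1516 and 2241 in both TNBC lines, and 2639 and 4129 for the difference. In MDA-MB-231 the deviations of same-numbered libraries correlated at 0.695, -0.308 and 0.670, so the numbers do not pair there. With each line alone, 2060 were higher in Hs578T and 866 lower in MCF7. One fit of the TNBC lines gave 1004 higher in both.

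With the GC and length trend removed, 2074 genes were higher in MDA-MB-231, 2110 in Hs578T and 1292 in both, 2921 were lower in MCF7, and 2086 had a higher difference. With the trend removed and the block, 3768 were higher and 3970 lower in MDA-MB-231, 3344 and 3853 in Hs578T, 4114 and 4624 in MCF7, 5226 lower in CAMA1, 2268 and 2421 in both TNBC lines, and 3195 and 4428 for the difference. Without 7 libraries, 2532 were higher in MDA-MB-231, 2502 in Hs578T and 1604 in both, 2595 were lower in MCF7 and 5127 in CAMA1, and 2504 had a higher difference.

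Without single libraries, the genes higher and lower ran over 733 to 1790 and 1015 to 1604 in MDA-MB-231, 923 to 1218 and 1097 to 1644 in Hs578T, 1981 to 2481 and 1232 to 1750 in MCF7, and 3308 to 4567 and 2746 to 3656 in CAMA1. They ran over 535 to 683 and 701 to 1009 in both TNBC lines, and 1005 to 1615 and 2083 to 2970 for the difference.

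Of 91 list calls, 41 held with an estimated correlation and 88 with fry. Of all 145 list tests, 110 passed with fry, so some lists without a camera call passed with it.

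Some uncalled log2 fold changes turned sign, and ranges below run over all single libraries left out. For the KIF18A log2 fold change, Hs578T gave 0.0248 without a filter, 0.00565 alone, 0.0252 without 7 libraries, and -0.0986 to 0.105 without single libraries (4.59e-04 without TWEAK 2, 0.0775 without TWEAK 3). For the difference KIF18A was 0.0707 with the block, and -0.371 to 0.577 without single libraries, turning without MDA-MB-231 untreated 1, Hs578T untreated 2, MCF7 untreated 1 or TWEAK 2, or CAMA1 TWEAK 2 or 3. KIF18A in MDA-MB-231 was -0.0629 without 7 libraries and -0.0576 (without untreated 3) to 1.65 (called, without untreated 1) without single libraries. For the TNFRSF12A log2 fold change, MDA-MB-231 gave 0.136 with the trend removed, 0.138 with the block too, 0.0929 without 7 libraries, and -0.150 to 0.102 without single libraries, turning without untreated 3 or TWEAK 1. For the MAFG log2 fold change, difference between the pairs, it was 0.0345 with the trend removed, 0.0320 with the block too, and -0.249 to 0.0266 without single libraries, turning without Hs578T untreated 3 or CAMA1 TWEAK 1. TNFSF12 in MCF7 was -1.65 to 1.79, turning without untreated 1 or 3 or TWEAK 2. For the RELA log2 fold change, difference between the pairs, it was -0.247 to 0.0219, turning without MCF7 TWEAK 1.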

Other observations

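The removal of the GC and length trend and the set of 7 libraries left out were chosen after the results had been seen.

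Across all 4 lines, 226 genes were higher and 148 lower with TWEAK (edgeR, FDR 0.1 in each), against 1.71 and 2.40 from independent calls. Genes higher in all 4 included MMP9, BIRC3, TNFAIP3, ICAM1 and NFKB2. Log2 fold changes correlated at 0.38 between MDA-MB-231 and Hs578T, 0.34 between MCF7 and CAMA1, and 0.13 to 0.18 between lines of different subtype (Pearson, 21391 genes, which are not independent replicates). By rank (Spearman) they were 0.47 for the TNBC pair and 0.20 for MCF7 and CAMA1, against 0.14 to 0.20 between subtypes. Genes called in both MCF7 and CAMA1 were 2.18 (higher) and 2.24 (lower) times those from independent calls, against 3.73 and 2.67 for Hs578T and MCF7. Longer lists lower the highest ratio possible, and CAMA1 had the most calls, so these ratios do not rank the pairs by likeness. A likeness of the ER-positive pair depends on the kind of correlation, as it showed by Pearson (0.34) and not by rank (0.20).

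In MDA-MB-231, 66.0% of the genes that passed were lower with TWEAK. The share was 54.6% with the GC and length trend removed, and 61.4% without untreated replicate 3. It was 50.1% without a filter on low counts and 54.0% with the block, which does not pair these libraries. The excess of decreases therefore also depends on the processing. Bounds of 55% for a cause and 60% against it had been set. The share ran from 47.3% (without untreated replicate 1) to 61.4% (without untreated replicate 3) when single libraries were left out. Leaving out untreated replicate 3 thus lowered the share least, so these fits do not point to that library. It passed the 60% bound by less than the spread of these fits (SD 4.90), so it is not excluded either. The trend cannot be told apart from a true excess of decreases, because the spread between libraries is as wide as the shift. Removing the trend also takes out any TWEAK effect that follows GC content or length. Fresh libraries made side by side with matched GC profiles could settle the question.

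In each line, the real grouping was 1 of 10 possible splits of the 6 libraries, too few for a share under 0.05. The real split gave 3359 genes in MDA-MB-231, 3119 in Hs578T, 4238 in MCF7 and 7850 in CAMA1 (edgeR, FDR 0.1), and the highest other split gave 82 in Hs578T, 977 in MCF7 and 1 in CAMA1. The MCF7 split with 977 set TWEAK replicate 1 and untreated replicates 1 and 3 against the rest, which follows the replicate structure. For the genes shared by both TNBC lines, 1 of 100 drawn splits, the real one, reached the real value in each direction, and the highest other gave 2. For the difference it was also 1 of 100, with 2275 genes in the highest other against 3908, and draws can hold the real split of some lines.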
